A study of Mus musculus with 10 samples. Its data were reported in "BBS8-dependent ciliary Hedgehog signaling governs cell fate in the white adipose tissue" (2025).

How the data were processed

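The stromal vascular fraction (SVF), the cells left after collagenase digestion of fat and removal of the adipocytes, was isolated from the inguinal white adipose tissue (iWAT) of a single Bbs8 KO mouse and a single Bbs8 WT mouse aged 7 weeks. Single-cell transcriptomes were made with Seq-Well S3, in which cells and barcoded beads are paired in the wells of an array and each captured molecule carries a unique molecular identifier (UMI). The labels list 5 samples per genotype. The series text names a single mouse per genotype, so these were treated as technical libraries and not as replicates. The set codes in the table carry a pair of numbers per genotype (KO5 and KO6, WT3 and WT4), and the codes were not explained. Each p number in the sample titles has as many samples as a code number of the same genotype has sets. The code numbers and the p numbers of the titles may thus be the same units, although no single set could be matched to a sample. The methods of the study name a pair of arrays per sample, so the numbers may stand for arrays. Of 32 barcodes found in more than 1 set, apart from those made of the primer, 28 lay in sets with the same number, which arrays or animals would both give. If they are animals, the ranges over barcode sets also hold differences between mice.

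The deposited values were UMI counts, whole numbers per gene and cell, in a single table of 14623 genes and 10914 cells. According to the methods of the study, the authors demultiplexed the reads with bcl2fastq2, counted UMIs with dropSeqPipe (Drop-seq tools and STAR) on mm10 with a GENCODE annotation, evened out sequencing depth with downsampleBatches of scuttle, and removed cells by the number of genes and the mitochondrial share. Whether the deposited counts were written before or after the depth step was not stated. The cells in the table had 101 to 994 detected genes and at most 20.0% mitochondrial UMIs, so no further filter on cells was applied. The table held 404 genes without a UMI in any cell. The column names gave the genotype and a set code for every cell and 0 columns were left unmapped, but the set codes could not be matched to a single labelled sample. The 10 groups of cells with a shared code are called barcode sets, 5 per genotype. Their ranges are technical, and no SD or test was taken over them.

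Counts of each barcode set were log-normalised and the 10 sets were integrated by anchors in Seurat 5.3.0 (R 4.3.3) with 2000 variable features, 30 dimensions, a k.filter of 100 and a k.weight of 50. Louvain clusters were taken at resolution 0.8, and clusters with fewer than 60 cells were left out, following the study except for the resolution, which it did not state. Clusters were named from marker lists fixed before the data were examined. A cluster took the name of the list with the highest mean log2 fold over the other clusters (pseudocount of 20 CPM, where CPM is the UMI count scaled to a common library total) when that mean and at least 3 markers with at least 3 UMIs exceeded 0.5. All naming thresholds were set after the clusters had been seen. That for the broad classes was first 1 and was lowered to 0.5, because stromal clusters of some alternatives stayed unnamed at 1. The broad classes of the 16 clusters used for the report are the same at both values, and those of several alternatives are not. Clusters named by the pan-stromal list (Pdgfra, Dcn, Col1a1, Col1a2, Col3a1, Lum, Gsn and Serpinf1) were divided against each other by the P1 list (led by Dpp4 and Pi16), the P2 list (led by Col15a1 and Icam1) and the P3 list (led by F3 and Mmp3) under the same rule, with a threshold of 0.5 throughout. The P2-like cluster had a mean of 0.986, so at 1 it would be marker-poor, which is given as an alternative. Stromal clusters that met none of these were called marker-poor stromal. Class names end in "-like" because they rest on markers alone. The threshold kept 3 clusters without leading markers out of every class, and these held 27.7% of Bbs8 KO and 13.3% of Bbs8 WT cells. Rebuilt names may cause differences from the classes of the study.

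Doublets were kept. Scrublet (scanpy 1.11.5), run per barcode set, marked 33 of 10914 cells (0.302%). It marked 3.9% of WT3_p1, 2.6% of WT3_p3 and at most 0.85% of any other set. From this low rate it was judged not to have worked, and the alternative without its calls was not run. An alternative without the 6% of cells with the highest doublet score in each set, 654 cells, was added after the data were examined.

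Shares of cells are given with exact Clopper-Pearson 95% intervals and summed UMIs with exact Poisson 95% intervals. A count of 0 was given an upper limit of 3 counts. These intervals and limits cover counting error only, not differences between mice or libraries. Expression was the sum of UMIs per mouse and class as CPM of all UMIs. Ratios are log2 of Bbs8 KO over Bbs8 WT with a pseudocount of 5 CPM, and intervals of ratios are exact conditional intervals of the plain ratio. The median log2 ratio of a gene list was placed as a percentile among 10000 random lists, each gene drawn from the 100 genes nearest in mean expression. The Hedgehog score was the AddModuleScore of Seurat (24 bins, 100 control genes) for the detected genes of the Hallmark Hedgehog set. Nearest neighbours of marker-poor stromal cells were the 20 nearest P1-, P2- or P3-like cells of the same mouse in the integrated dimensions, with equal numbers of cells per class in 100 draws. This took the place of the trajectory analysis of the study and gives no order in time. Candidate sources of RNA were tested with gene lists for lymph node stroma, blood, mammary epithelium, mesothelium and digestion stress. The ligand and receptor modelling of the study was not repeated, and the ligands were measured as expression. For comparisons across depths, cells were thinned to 200 UMIs, which left out 2719 Bbs8 KO and 385 Bbs8 WT cells.

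With 1 mouse per genotype no p-value, standard error or number of changed genes was computed. The genes named were the lists fixed in advance, the targeted gene, sex-linked genes and, for all stromal cells, the 5 genes with the highest and the 5 with the lowest log2 ratio. The last were drawn from genes with at least 200 UMIs whose sets did not overlap between genotypes, leaving out mitochondrial, ribosomal protein and unnamed gene symbols. Chance alone separates the sets of a gene in 2 of 252 orders (0.794%). This treats the 10 sets as exchangeable. If the units are the 2 numbers per genotype, chance separates them in 2 of 6 orders (33.3%). Neither share is a p-value, because sets treated as technical say nothing about differences between mice. Coordinates come from the GENCODE annotation of GRCm38, the same build as mm10 but a later release than the one used by the authors.

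The steps for ratios, intervals, list percentiles, neighbours and names were tested on simulated data. With 200 of 14623 genes changed by 1 on the log2 scale in simulated sums of the stromal cells, 200 had the right direction with a median absolute error of 0.12, and the intervals held the true ratio for 96.6% of genes with at least 200 UMIs. Of 200 unchanged simulated lists of 12 genes 99.0% lay inside the central 95% of random lists. Alternatives fixed before the data were examined were the clustering settings, thinning, a minimum of 200 genes per cell and calls by markers of single cells in the stromal clusters. Stromal Bbs8 KO cells were also sampled from 10 bins of the first principal component (77 cells per bin or all where fewer) and set against all stromal Bbs8 WT cells. Further alternatives were scaling by TMM (edgeR 4.0.16) or the size factors of DESeq2 1.42.0 or without mitochondrial genes, and pseudocounts of 1 and 20 CPM. The last were equal class weights, the number of neighbours, and leaving out each barcode set. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 was used for the remaining steps. Gli1 was not analysed here.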

Results

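To compare the cells of the iWAT SVF between lean Bbs8 KO and Bbs8 WT mice, UMI counts of 8985 Bbs8 KO and 1929 Bbs8 WT cells were analysed. Each genotype was treated as a single mouse with 5 barcode sets, so differences between the mice had no replicate check. The set codes carried 2 numbers per genotype, which were not explained. The Bbs8 KO cells held 3144195 UMIs, with a median of 251 UMIs and 162 genes per cell. The Bbs8 WT cells held 715989 UMIs, with a median of 278 UMIs and 159 genes per cell. Barcode sets held 1635 to 2005 cells in Bbs8 KO and 196 to 768 cells in Bbs8 WT. The gene Gm42418 took 14% of UMIs in Bbs8 KO and 15.1% in Bbs8 WT.

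Bbs8 is listed as Ttc8 (ENSMUSG00000021013, chromosome 12, 98920574 to 98983238, plus strand). It had 0 UMIs in Bbs8 KO, which allows up to 0.954 CPM, and 5 UMIs in 3 cells of Bbs8 WT, which is 6.98 CPM (2.27 to 16.3). All 5 UMIs came from the set WT4_p2, and the 4 other Bbs8 WT sets had none, which allows up to 21.6 to 43.5 CPM in each. Without WT4_p2 the value in Bbs8 WT was 0, so the depletion of the targeted gene rests on that set. Xist (ENSMUSG00000086503, chromosome X) was detected in every set, at 578 CPM (551 to 605) in Bbs8 KO and 418 CPM (372 to 468) in Bbs8 WT. The 4 genes of the Y chromosome that were looked up (Ddx3y, Eif2s3y, Kdm5d and Uty) had 0 UMIs in both mice, the pattern of female animals in both. No sex was given in the labels.

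Clustering gave 18 clusters, of which 16 had at least 60 cells and 12 could be named from markers. P1-like, P2-like, P3-like and marker-poor stromal cells, endothelial-, pericyte-, T cell-, B cell-, dendritic-, macrophage- and monocyte-like cells and mitotic cells were found. Of the 4 unnamed clusters, 3 had no leading markers and the other was led by keratin and casein genes. All stromal classes together made up 19.9% (19.1 to 20.8) of Bbs8 KO cells and 39.9% (37.7 to 42.1) of Bbs8 WT cells, and the sets of the genotypes did not overlap (15.2 to 26.6% and 34.0 to 44.9%). This difference was -20.0 percentage points. Of the alternatives run, a minimum of 200 genes per cell with the first naming threshold of 1 moved it most, to -5.83. With the threshold of 0.5 the same minimum gave -14.2, and thinning of the cells gave -13.2. Counting the cells of the 3 clusters without leading markers as stromal was not run for this share. Stromal cells would then be 4276 of 8985 in Bbs8 KO and 1026 of 1929 in Bbs8 WT, which narrows the difference. T cell-like cells made up 14.5% (13.8 to 15.2) in Bbs8 KO and 7.83% (6.67 to 9.12) in Bbs8 WT, and B cell-like cells 15.3% (14.6 to 16.1) and 6.07% (5.04 to 7.22). Endothelial-like cells were 2.57% (2.25 to 2.92) and 4.87% (3.96 to 5.93). With at least 200 genes per cell they were 8.87% and 8.93%, a difference of -0.0632 percentage points. The class was then larger in both mice, so it need not hold the same kinds of cells. Macrophage-like cells were 6.79% (6.28 to 7.33) and 7.05% (5.95 to 8.29). The cells without leading markers were 27.7% (26.7 to 28.6) and 13.3% (11.8 to 14.9), with overlapping sets (16.9 to 39.6% and 6.33 to 19.9%). When lymphocytes and unnamed clusters were left out of the denominator, stromal cells made up 48.9% (47.3 to 50.6) in Bbs8 KO and 59.0% (56.2 to 61.6) in Bbs8 WT.

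**Figure D1:**
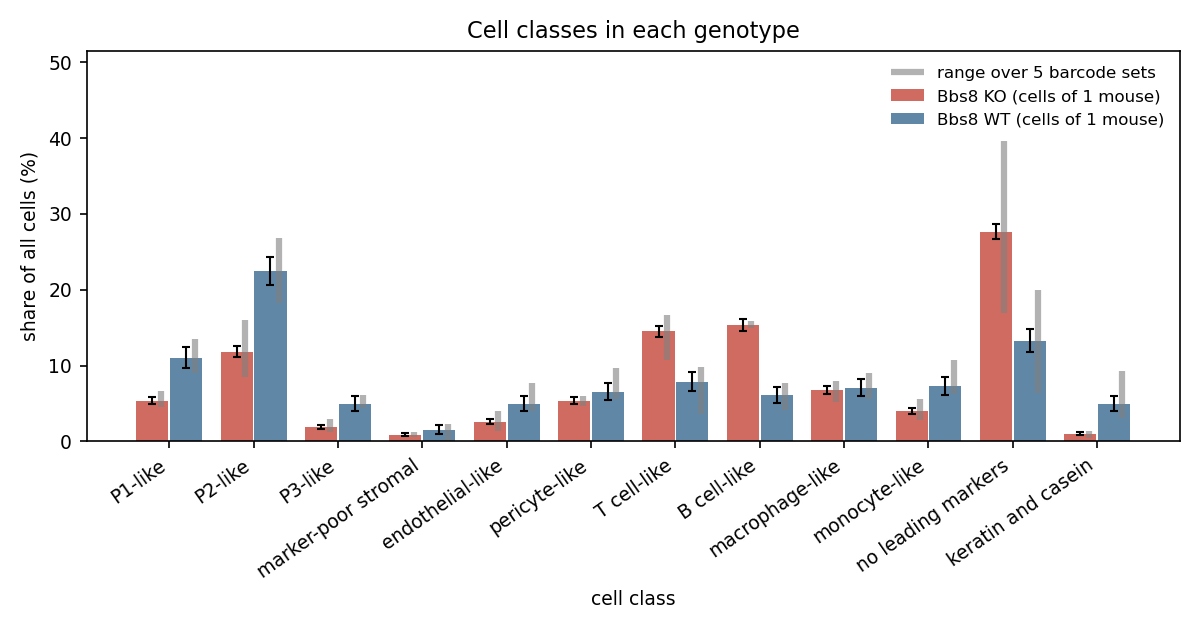
Share of all cells (%) of each cell class in Bbs8 KO (red) and Bbs8 WT (blue), 1 mouse each. Black bars are exact 95% intervals for counting error and grey bars the range over 5 barcode sets; P2-like cells made up 11.8% in Bbs8 KO and 22.4% in Bbs8 WT.

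The central question was whether a fibroblastic class of progenitors takes a larger share in Bbs8 KO. Among stromal cells, P1-like cells made up 26.7% (24.7 to 28.8) of 1790 cells in Bbs8 KO and 27.5% (24.4 to 30.8) of 770 cells in Bbs8 WT. P2-like cells made up 59.4% (57.1 to 61.7) and 56.2% (52.6 to 59.8), and P3-like cells 9.61% (8.28 to 11.1) and 12.5% (10.2 to 15.0). Marker-poor stromal cells, the class set against the fibroblastic progenitors of the study, made up 4.30% (3.41 to 5.35; 77 cells) in Bbs8 KO and 3.77% (2.54 to 5.36; 29 cells) in Bbs8 WT. The study described its fibroblastic progenitors by signature genes and a fibrotic signature, not by missing markers. Whether marker-poor stromal cells are the same cells was not tested, so these shares do not test the increase it reported. The sets of the genotypes overlapped in all 4 classes, and the difference of 0.54 percentage points in marker-poor cells was within counting error. Its sign changed with the settings. The difference was 9.53 percentage points at resolution 1.2 and -3.98 with at least 200 genes per cell. Both values rest on the naming threshold that was lowered after the clusters were seen. With a threshold of 1 for P1, P2 and P3, also added later, the P2-like cells became marker-poor stromal cells, which then made up 63.7% in Bbs8 KO, 3.69 percentage points above Bbs8 WT. With the first threshold of 1 for the broad classes the difference at resolution 1.2 was 1.31, and no marker-poor cells were found with at least 200 genes per cell. The shares of P1-like and P2-like cells also depended on the settings. Their differences of -0.83 and 3.15 percentage points were 15.1 and -13.5 without integration. They were 6.08 and -7.07 when the cells of the stromal clusters were called singly by markers. With Bbs8 KO cells sampled from 10 bins they were 9.34 and -7.66. That sampling evened out Bbs8 KO cells along the first principal component, while all Bbs8 WT cells were kept. It raised P1-like cells of Bbs8 KO from 26.7% to 36.9%, so its values can be products of the sampling. With the same sampling, marker-poor cells made up 4.77% in Bbs8 KO and 3.77% in Bbs8 WT. Whether the cells without leading markers are stromal or intact was not tested. Counting them as marker-poor stromal cells gave 59.9% in Bbs8 KO and 27.8% in Bbs8 WT, over 4276 and 1026 cells, a choice made after the data were examined. With that choice the differences in P1-like and P2-like cells were -9.48 and -17.3 percentage points, both lower in Bbs8 KO.

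**Figure D2:**
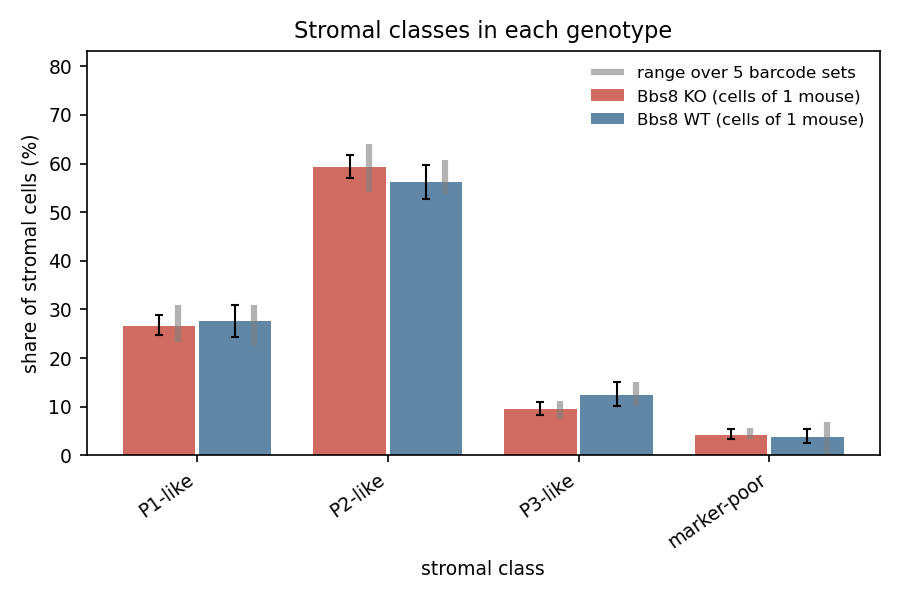
Share of stromal cells (%) of the 4 stromal classes in Bbs8 KO (red, 1790 cells) and Bbs8 WT (blue, 770 cells). Black bars are exact 95% intervals for counting error and grey bars the range over 5 barcode sets, which overlap between genotypes in every class.

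A class defined by missing markers can be made of shallow cells, so its depth was measured. Marker-poor stromal cells had a median of 689 UMIs in Bbs8 KO and 527 in Bbs8 WT, above P1-like (358 and 340), P2-like (297 and 297) and P3-like cells (334 and 319). In the highest of 5 equal bins of UMI count they made up 11.9% (8.82 to 15.6) in Bbs8 KO and 8.96% (4.71 to 15.1) in Bbs8 WT. In the lowest bin they made up 1.29% (0.419 to 2.97) and 0.813% (0.0206 to 4.45). Bin 2 from the lowest had 1.52% and 0.546%. The order was reversed in bin 3, at 0.581% and 2.98%, and in bin 4, at 5.71% and 6.17%. The direction therefore varied with depth. Clusters of cells thinned to 200 UMIs held no marker-poor stromal class. Among the 20 nearest progenitors of marker-poor cells, P2-like cells made up almost the whole in both mice, with P1-like cells at 0.0461% in Bbs8 KO and 0% in Bbs8 WT. Without integration the share of P1-like neighbours was 3.48% in Bbs8 KO and 6.02% in Bbs8 WT, and after thinning the order was reversed, at 8.95% and 7.01%.

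The Hedgehog signature was examined because the study compared it between genotypes. Of 36 genes in the set, 29 were detected. Over all stromal cells the mean module score was 0.0157 in Bbs8 KO (SD over cells 0.0956) and 0.00987 in Bbs8 WT (SD over cells 0.0936), a difference of 0.0058. The set means overlapped (0.0101 to 0.0191 and -0.0027 to 0.0161). Leaving out each barcode set gave differences of 0.0044 to 0.0073. The difference was 0.00000579 without Myh9, 0.0014 without Thy1 and 0.013 without Vldlr, genes singled out after the values were seen. Its size therefore depended on single genes, and it all but vanished without Myh9. Scores were also higher in Bbs8 KO by 0.0256 in T cell-like and by 0.0312 in endothelial-like cells. Among stromal classes the difference was largest in marker-poor cells, at 0.0395 (0.0517 and 0.0122, with overlapping sets). It was 0.0162 in P3-like, 0.0066 in P1-like and -0.0002 in P2-like cells. The summed CPM of the set was 2563 in Bbs8 KO and 2357 in Bbs8 WT, a log2 ratio of 0.12 (0.00 to 0.24). Among direct targets, Ptch1 had 6 UMIs in Bbs8 KO, which is 7.48 CPM (2.75 to 16.3), and 2 in Bbs8 WT, which is 6.07 CPM (0.735 to 21.9). In T cell- and B cell-like cells, at median depths of 254 and 233 UMIs against 325 and 317 in stromal cells, Ptch1 was at 11.0 CPM (5.28 to 20.3) and 40.1 CPM (8.27 to 117), so the stromal values lay at background and no difference was detectable at this depth. Hhip had 1 UMI in Bbs8 KO, which is 1.25 CPM (0.0316 to 6.95), and 5 in Bbs8 WT, which is 15.2 CPM (4.92 to 35.4), with overlapping sets.

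Fibrogenic genes were then compared over all stromal cells. The study reported most of these genes as higher in P1 cells of Bbs8 KO, which it sorted by surface markers. Values over all stromal cells therefore do not test its finding. Over all stromal cells the median log2 ratio of the 10 genes was -0.20, at percentile 34.2 of random lists, whose median was -0.13. The ratio was below 0 in 9 of the 10 genes. Of these, Adamts2 went from -0.02 to 0.05 without WT3_p2, and Col1a1 from -0.04 to 0.01 without KO6_p3. The exception, Col5a1 (chromosome 2), was at 0.14 (-0.04 to 0.33) and fell to -0.04 by TMM and -0.05 by DESeq2 size factors. The alternative that moved the median of the list most was scaling by the size factors of DESeq2, which gave -0.40 (TMM -0.38), because these scalings shift plain ratios of stromal cells by -0.19 and -0.18. In P1-like, P2-like and P3-like cells the medians were -0.18, -0.27 and 0.03, at percentiles 24.3, 39.1 and 75.8, and in P1-like cells the median was 0.07 for genes with at least 200 UMIs. Of the 10 genes, 4 were higher and 6 lower in P1-like cells of Bbs8 KO. Col1a1 (chromosome 11) had 5722 CPM in Bbs8 KO and 5866 CPM in Bbs8 WT over all stromal cells, a log2 ratio of -0.04 (-0.11 to 0.04). In P1-like cells Col1a1 was at 6572 and 4676 CPM, a log2 ratio of 0.49 (0.34 to 0.65), and Col5a1 was at 0.39 (0.05 to 0.73), both higher in Bbs8 KO with overlapping sets. Loxl2 (chromosome 14), at -0.26 (-0.56 to 0.03), was the gene of the 10 whose sets did not overlap. Chance gives 0.794% per gene for exchangeable sets and 33.3% if the units are the numbers in the set codes.

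The study reported stronger collagen and laminin interactions of progenitors in Bbs8 KO, above all of a subcluster of P2 cells. That subcluster was not separated here, and the expression of these ligands was measured in all P2-like cells. For 12 collagen and laminin genes the median log2 ratio was -0.38, at percentile 18.6 of random lists, whose median was -0.23, and 10 of the 12 were lower in Bbs8 KO. The sets of Bbs8 WT lay above all sets of Bbs8 KO for 6 of the genes, where chance separates 0.794% of genes either way if the sets are exchangeable and 33.3% if the units are the numbers in the set codes. Col4a1 (chromosome 8) was lower by a log2 ratio of -0.65 (-0.79 to -0.50) and Lama2 (chromosome 10) by -0.85 (-1.10 to -0.61). Col6a3 (chromosome 1) and Lamb2 (chromosome 9) were above 0, at 0.13 (-0.06 to 0.32) and 0.13 (-0.44 to 0.73), and both were at -0.04 by DESeq2 size factors. Without WT4_p2 Col6a3 was at -0.04, and Lamb2 was at -0.03 without WT3_p1, at -0.01 without WT4_p3 and at 0.51 without WT4_p2. Lama4 went from -0.19 to 0.05 without WT4_p3. In P1-like cells the median was -0.20 (percentile 12.8), in P3-like cells -0.04 (61.9; 0.07 by TMM) and in all stromal cells -0.18 (38.3). Col6a3 in P1-like cells had its Bbs8 KO sets above those of Bbs8 WT. DESeq2 size factors moved the median of P2-like cells to -0.55. In P2-like cells these scalings shift plain ratios by -0.17 (DESeq2) and -0.13 (TMM).

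**Figure D3:**
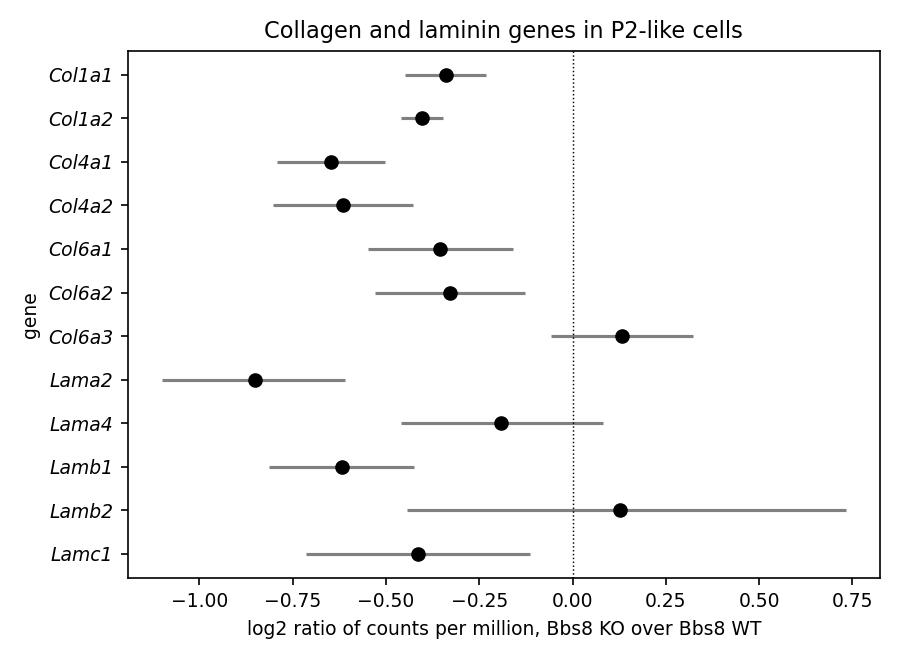
Log2 ratio of CPM, Bbs8 KO over Bbs8 WT, of 12 collagen and laminin genes in P2-like cells. Points are ratios with a pseudocount of 5 CPM and lines exact 95% intervals of the plain ratio for counting error; 10 of the 12 points lie below 0, and Col6a3 and Lamb2 cross to -0.04 by DESeq2 size factors.

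Over all stromal cells 13198 genes were detected, with a median log2 ratio of 0.32. This median depended on genes with few UMIs, since it was -0.03 among 704 genes with at least 200 UMIs, and on the pseudocount, with 0.54 at 1 CPM and 0.17 at 20 CPM. The 5 genes with the highest ratio among those with separate sets were Thbs1 at 2.85, Ptprc at 2.45, Igkc at 2.2, H2-Ab1 at 1.80 and H2-Eb1 at 1.69. Thbs1 (chromosome 2, 118111876 to 118127133, plus strand) had 316 CPM (278 to 357) in Bbs8 KO and 39.4 CPM (21.0 to 67.4) in Bbs8 WT. Ptprc, Igkc and the H2 genes are transcripts of immune cells, and T- and B-cell lists were also higher in Bbs8 KO in endothelial- and pericyte-like cells (log2 ratio 1.72). The 5 genes with the lowest ratio were Peg3 at -1.68, Apoe at -1.61, Penk at -1.60, Atf5 at -1.47 and Clec3b at -1.42. Apoe (chromosome 7, 19696109 to 19699188, minus strand) had 4062 CPM (3924 to 4204) in Bbs8 KO and 12429 CPM (12051 to 12815) in Bbs8 WT, and it was also lower in T cell- and B cell-like cells (log2 ratio -1.82). Without WT4_p2 Ptprc was at 3.38.

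**Figure D4:**
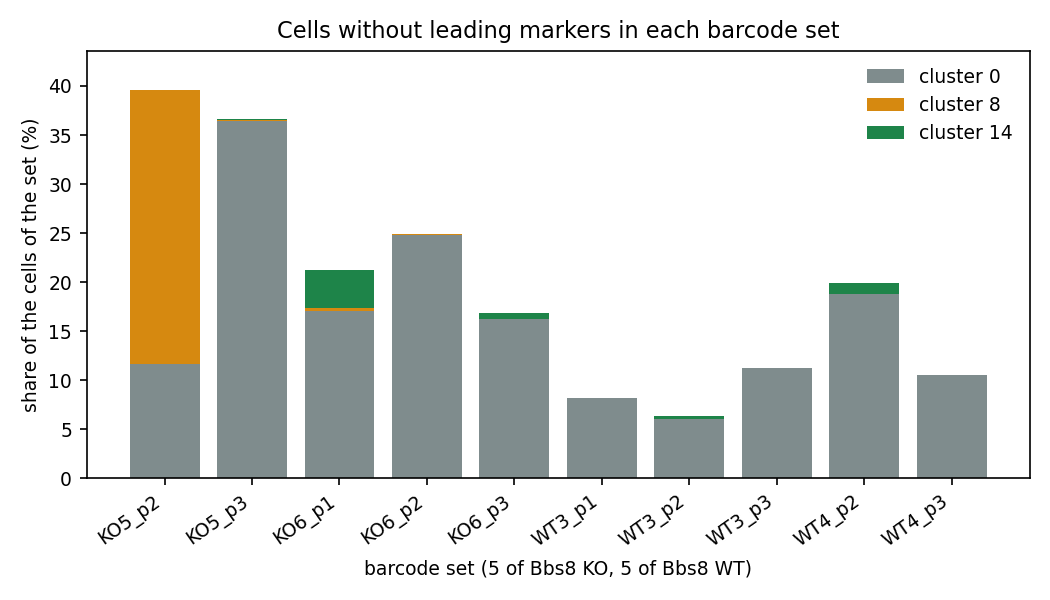
Share of the cells of each barcode set (%) in the 3 clusters without leading markers (stacked), for 5 sets of Bbs8 KO and 5 of Bbs8 WT. Cluster 8 takes 28.0% of the cells of KO5_p2 and at most 0.299% of any other set.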

Values the study reported

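The study reported 16 cell clusters by the Louvain algorithm, using 2000 variable features and the first 30 dimensions. It kept cells with 100 to 1000 genes and up to 20 percent mitochondrial content, and clusters needed 60 cells or more. For the comparison of abundances the study drew 353 cells per bin from the knockout cells. Each array was loaded with 30,000 cells.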

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

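In this part the tests on the barcode set with cluster 8, on the cells without leading markers (RNA from other cells and barcode sets) and on the primer barcodes were chosen only after the results were seen. Each of 46 groups of 5 barcode sets was searched for a set far from the others, and 6 were found, where chance gives about 1 in 20 groups (2.3 of 46). Barcode sets were treated as technical parts of a single mouse, so no biological explanation was tested for differences among them.

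The set WT4_p2 held 768 cells, while the other Bbs8 WT sets held 196 to 352. It also held all UMIs of Ttc8 in Bbs8 WT, at 16.5 CPM (5.35 to 38.4), with 0 in the 4 others. A count of 0 allows 21.6 to 43.5 CPM in each of these, so the 4 zeros alone set this set apart and no difference between the sets was shown. The mean mitochondrial share of KO6_p3 was 8.98%, and the other Bbs8 KO sets lay between 8.68 and 8.76%. No explanation was tested for the cell number, for the UMIs of Ttc8 or for this small shift.

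Cluster 8, without leading markers, took 28.0% of the cells of KO5_p2 and at most 0.299% of any other Bbs8 KO set. It had 497 cells, of which 486 (97.8%) came from that set. When the sets were not integrated, 72.4% of its cells fell in the large cluster without leading markers, close to the 75.8% of cluster 0, so the separate cluster may be a product of the set and its integration. Cluster 14, also without leading markers, took 3.89% of KO6_p1 (others 0 to 0.673%) and 1.17% of WT4_p2 (others 0 to 0.301%), and no explanation was tested for it on its own.

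Cells whose barcode is made of the amplification primer form a signal outside the comparisons. There were 37 such cells, 20 in Bbs8 KO and 17 in Bbs8 WT, with 4 barcodes. AAGCAGTGGTAT, TAAGCAGTGGTA and CTAAGCAGTGGT were found in all 10 sets and CCTAAGCAGTGG in 7, while none of the other 10843 barcodes was found in more than 3 sets. The 37 barcodes could be primer sequence read as a cell barcode. They were kept in the counts, and 19 of them lay in clusters without leading markers. No biological explanation was tested.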

How the results depend on the processing

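In this part the removal of the highest doublet scores, the counting of cells without leading markers as stromal and all naming thresholds compared were chosen only after the data were seen. Leaving out Scrublet calls was not run, because the caller was judged not to have worked. Of 924 values under alternatives over 58 results, 856 stayed within counting error or, for scores and medians, within the spread of the barcode sets, and 68 moved further. The summed CPM of the Hedgehog set, a log2 ratio of 0.12, is in another unit and was compared by direction alone. The median over all detected genes, 0.32 with a spread of 0.00297 to 0.640, changed sign among genes with at least 200 UMIs (-0.026). No other result that stood clear of its error changed sign. No paired analysis was possible because the results come from no test and the numbers in the set codes could not be matched to the replicate numbers of the labels.

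The stromal share of all cells, -20.0 percentage points, stayed lower in Bbs8 KO under every alternative run. Counting the cells without leading markers as stromal was not run for this share and would narrow the difference. The difference was -24.1 without integration, -14.2 with at least 200 genes per cell, -13.2 after thinning and -17.0 without the highest doublet scores. When a barcode set was left out it was -23.9 to -18.9, with the lowest value without WT4_p2. The cause was not tested.

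The difference in marker-poor stromal cells, 0.54 percentage points, did not keep its direction. It was 9.53 at resolution 1.2, 6.26 with 20 dimensions, -3.98 with at least 200 genes per cell and -1.39 without the highest doublet scores. It was 32.2 with the cells without leading markers counted as stromal and 3.69 with a threshold of 1 for P1, P2 and P3, which made the P2-like cells marker-poor. When the cells of the stromal clusters were called singly by markers it was 4.55. Marker-poor then meant no UMI of any P1, P2 or P3 marker, which shallow cells can also give, so this is another quantity. Leaving out a set gave -0.37 (without WT3_p2) to 2.14 (without WT4_p2). At resolution 0.4, without integration and after thinning no marker-poor class was found, so these gave no value. The naming threshold of the broad classes was lowered from 1 to 0.5 because large stromal clusters of these alternatives stayed unnamed, so the values at resolution 1.2, with 20 dimensions and with at least 200 genes are products of that choice. At 1 the difference was 1.31 at resolution 1.2, and no marker-poor class was found with 20 dimensions or at least 200 genes. The difference in all stromal cells was then -15.6, -14.1 and -5.83. With the settings of the report the threshold changed neither value. The cause of the other changes was not tested. With 5 bins of UMI count weighted equally the difference stayed within counting error.

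Ttc8 in Bbs8 WT, 6.98 CPM, was 0 in stromal cells alone and between 0 (without WT4_p2) and 8.66 when a set was left out. These 5 UMIs decide the value. The ratio of Xist ran from 0.37 to 0.55 over the sets. The Hedgehog score difference, 0.0058, was 0.0044 to 0.0073 over the sets. Over 29 scores without a gene it ran from 0.00000579 (without Myh9) to 0.0132 (without Vldlr), and it was 0.0014 without Thy1, genes singled out after these values were seen. The size of the difference therefore depends on single genes, and it all but vanished without Myh9, although these moves lay within the spread of the sets.

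The fibrogenic median, -0.20, was -0.38 by TMM and -0.40 by DESeq2 size factors, and -0.27 to -0.13 over the sets. The ligand median in P2-like cells, -0.38, was -0.55 by DESeq2 size factors and -0.42 to -0.33 over the sets. These scalings shift the plain ratios of all genes alike, and through the pseudocount genes with few UMIs move less, so the median over all detected genes was still 0.30 by both. Equal class weights do not apply to a single class and were not run for P2-like cells. The median over all detected genes, 0.32, was -0.026 among genes with at least 200 UMIs, 0.54 and 0.17 with pseudocounts of 1 and 20 CPM, and 0.32 to 0.48 over the sets, so its size depends on the pseudocount. The difference in P1-like neighbours, 0.0461 percentage points, was -2.55 without integration and 1.94 after thinning, so it had no stable direction. Medians of 251 and 278 UMIs per cell limit all values of single cells.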

Other observations

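In this part the tests on RNA from other cells and on barcode sets for the cells without leading markers, and the tests of RNA from other cells as the whole of the Apoe and Thbs1 differences, were chosen only after the results were seen. The limit used to judge the ligand test was set, and the effect of lymphocyte RNA on P2-like cells computed, after its value was seen.

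Cells without leading markers took 27.7% of Bbs8 KO and 13.3% of Bbs8 WT cells, a difference of 14.4 percentage points. A difference in depth between the mice is argued against as the whole cause, since the mean difference within 5 bins of UMI count was 13.1 percentage points and the share was higher in Bbs8 KO in all 5 bins. The difference did shrink with depth, from 23.4 in the lowest bin to 2.60 in the highest. RNA from other cells in the same barcode stays open. After thinning, 49.8% of these cells carried UMIs of both the stromal list and the lymphocyte lists, against 18.9% in the named classes. The share was 53.1% in Bbs8 KO and 25.4% in Bbs8 WT, so mixed cells were less frequent in Bbs8 WT. In both mice together the summed profile of these cells had a Pearson r of 0.977 with all cells across 7198 genes, which are not independent replicates. A difference between barcode sets stays open too, since the share ranged over 22.8 percentage points among the Bbs8 KO sets alone. This range went with the number in the set code, at 36.7 and 39.6% for KO5 and 16.9 to 24.9% for KO6. In Bbs8 WT the numbers overlapped, at 6.33 to 11.2% for WT3 and 10.5 and 19.9% for WT4. These barcodes may hold mixed RNA. A difference between genotypes was not tested, as each was treated as a single mouse. Among the classes measured for depth, these cells had the lowest median UMIs, 203 in Bbs8 KO and 228 in Bbs8 WT. Their median mitochondrial share was the highest of those classes, at 10.1% and 12.8%. Whether these barcodes hold intact cells was not tested. Counting these cells as progenitors would change the marker-poor comparison from 0.54 to 32.2 percentage points, which need not be a difference in progenitors.

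T cell- and B cell-like cells were more frequent in Bbs8 KO (29.8% and 13.9%). Blood in the sample cannot be told apart from a change in the fat, because red cells were lysed during the isolation, so haemoglobin need not follow the number of blood lymphocytes. The list of haemoglobin and neutrophil genes gave a log2 ratio of -0.98. Of its 10 genes 5 had UMIs, led by Hbb-bs at 58.8 and 140 CPM, and the neutrophil gene S100a8 had 5 and 2 UMIs. Lymph node tissue in the sample cannot be told apart from a change in the fat, because the lymph node list gave a log2 ratio of 0.61 (-0.13 to 1.44), with 3 of its 7 genes detected, 2 of them also in stromal cells, and Cxcl13 the most abundant at 31.5 and 23.7 CPM. Glycam1 had 13 UMIs in Bbs8 KO and 0 in Bbs8 WT. The genotype stays open, untested.

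Transcripts of T and B cells were higher in stromal cells of Bbs8 KO. Doublets of stromal cells and lymphocytes cannot be told apart from this, because the doublet caller marked few cells and was judged not to have worked. The log2 ratio was 1.96 with all stromal cells and 1.98 without the highest doublet scores. RNA from other cells may account for the excess, since endothelial- and pericyte-like cells showed it as well (log2 ratio 1.72).

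The collagen and laminin genes of P2-like cells were lower in Bbs8 KO. The study described higher ligand expression and stronger interactions of progenitors, above all of a subcluster of P2 cells. The summed expression in P2-like cells went the other way. The subcluster was not separated and interactions were not modelled, so neither was tested here. Other stromal genes fell as well. The median log2 ratio of 230 of them was -0.34, and the ligand median of -0.38 lay at percentile 40.1 of lists drawn from these genes. A dilution of all stromal transcripts by RNA from other cells could give this. The level of lymphocyte transcripts would account for a log2 ratio of -0.21 and so for only part of it. A lower expression of stromal genes in Bbs8 KO stays open, untested.

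Apoe fell by 8366 CPM in stromal cells of Bbs8 KO. As stated in advance for RNA from other cells, Apoe was also lower in T cell- and B cell-like cells (log2 ratio -1.82), so such RNA may contribute. The same ratio would follow if stromal cells shed less Apoe, so a further test was added once this value was known. The level in T cell- and B cell-like cells of Bbs8 WT was 2125 CPM, below the fall in stromal cells, which argues against RNA from other cells as the whole of the difference if its level was alike in both classes. In macrophage- and monocyte-like cells Apoe was higher in Bbs8 KO (log2 ratio 0.41). The genotype stays open, untested.

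Thbs1 was higher in stromal cells of Bbs8 KO. Stress of stromal cells during tissue digestion is argued against, since a list of 14 immediate early and heat shock genes was lower in them in Bbs8 KO (log2 ratio -0.40; 703 and 931 CPM). In other cells the list gave 0.83 (0.21 to 1.51) in T cell- and B cell-like, 0.21 (-0.20 to 0.65) in endothelial- and pericyte-like and -0.02 (-0.35 to 0.33) in macrophage- and monocyte-like cells, so a difference in digestion between the samples is not excluded. Stromal cells had UMIs of all 14, and Fos was at 121 and 141 CPM over all cells. Nr4a1, singled out after its values were seen, had 60 UMIs in Bbs8 KO and 0 in Bbs8 WT. RNA from other cells is argued against as the whole of the difference, since the excess in stromal cells was 276 CPM and the highest level among endothelial- and pericyte-, macrophage- and monocyte- and T cell- and B cell-like cells of Bbs8 KO was 82.6 CPM (24 UMIs), unless such RNA reached stromal cells above all. In T cell- and B cell-like cells Thbs1 was at 8.81 and 13.4 CPM. Without the highest doublet scores the plain log2 ratio in stromal cells was 2.90. The doublet caller was judged not to have worked, so doublets were not excluded. The genotype stays open, untested.

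The cluster led by keratin and casein genes took 0.991% of Bbs8 KO and 4.98% of Bbs8 WT cells. Mammary epithelium in the tissue is a candidate explanation, as 11 of 15 mammary genes were detected and their sum lay 5.17 above the other cells on the log2 scale. Of these, 4 had UMIs in stromal cells. Csn1s1 had 53 UMIs in Bbs8 WT and 0 in Bbs8 KO, and Spint2 had 7 and 48. The mesothelial naming list led in this cluster (mean log2 fold 5.84) through 2 markers, the keratins Krt8 and Krt19, which mammary epithelium also makes. The other 4 genes of that list had 0 UMIs in all cells. Foxa1 and Pgr, members of the list singled out after their values were seen, had 10 and 4 UMIs in Bbs8 KO and 0 in Bbs8 WT. Casein genes and Wfdc18, another leading gene of the cluster, together had 919 CPM over all cells of Bbs8 WT. They had 722 CPM in its T cell- and B cell-like cells, which should lack casein transcripts. They had 250 CPM in its endothelial- and pericyte-like, 83.0 CPM in its macrophage- and monocyte-like and 21.2 CPM (7 UMIs) in its stromal cells, so these transcripts were not at a common level across classes.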
